# Ferulic Acid Promotes Hematopoietic Stem Cell Maintenance in Homeostasis and Injury Through Diminishing Ferroptosis Susceptibility

**DOI:** 10.3390/antiox14091053

**Published:** 2025-08-27

**Authors:** Shuzhen Zhang, Yimin Zhang, Jiacheng Le, Kuan Yu, Xinliang Chen, Jun Chen, Mo Chen, Yiding Wu, Yang Xu, Song Wang, Chaonan Liu, Junping Wang, Changhong Du

**Keywords:** ferulic acid, hematopoietic stem cell, ferroptosis, iron, ionizing radiation, myelosuppression

## Abstract

Redox balance is essential for maintenance of the hematopoietic stem cell (HSC) pool, which ensures the lifelong hematopoiesis. However, oxidative attack induced by various physiopathological stresses always compromises HSC maintenance, while there remains lack of safe and effective antioxidative measures combating these conditions. Here, we show that ferulic acid (FA), a natural antioxidant abundantly present in Angelica sinensis which is a traditional Chinese herb commonly used for promotion of blood production, distinctively and directly promotes HSC maintenance and thereby boosts hematopoiesis at homeostasis, whether supplemented over the long term in vivo or in HSC culture ex vivo. Using a mouse model of acute myelosuppressive injury induced by ionizing radiation, we further reveal that FA supplementation effectively safeguards HSC maintenance and accelerates hematopoietic regeneration after acute myelosuppressive injury. Mechanistically, FA diminishes ferroptosis susceptibility of HSCs through limiting the labile iron pool (LIP), thus favoring HSC maintenance. In addition, the LIP limitation and anti-ferroptosis activity of FA is independent of nuclear-factor erythroid 2-related factor 2 (NRF2), probably relying on its iron-chelating ability. These findings not only uncover a novel pharmacological action and mechanism of FA in promoting HSC maintenance, but also provides a therapeutic rationale for using FA or FA-rich herbs to treat iron overload- and ferroptosis-associated pathologies such as acute myelosuppressive injury.

## 1. Introduction

Hematopoiesis, also termed as blood production, is a vital and constant function through which all blood and immune cells are produced throughout life to support oxygen transport, immunological responses and hemostasis. Generally, adult hematopoiesis follows a hierarchical developmental process in the bone marrow (BM) whereby hematopoietic stem cells (HSCs) differentiate into mature blood cells through a series of increasingly lineage-restricted progenitors [1,2]. To ensure lifelong hematopoiesis, HSCs are tightly maintained by a range of intrinsic and extrinsic mechanisms, among which the antioxidative defense is particularly crucial due to its essentiality in the maintenance of genomic integrity, quiescence and functionality of HSCs [3]. However, the sporadic oxidative attack over life, or the devastating oxidative attack imposed by myelosuppressive insults such as irradiation, chemotherapeutics and infection, will profoundly compromise HSC maintenance, leading to an increased risk of developing BM aplasia with age or life-threatening myelosuppression, respectively [3,4,5]. Despite substantial efforts devoted to investigating the underlying mechanisms and searching for therapeutic strategies, there remains a lack of safe and effective antioxidative measures combating these conditions.

Dozens of traditional Chinese medicine formulas have been used for promotion of hematopoiesis for centuries, with Angelica sinensis being used as a common herb in these formulas [6]. Angelica sinensis has also been widely used as a health food or dietary supplement for women’s care [7]. Unfortunately, the cellular and molecular bases of the hematopoiesis-promoting effect of Angelica sinensis remain largely unknown. Recently, ferulic acid (FA), a major chemical component identified in Angelica sinensis, has attracted significant research interest. As a family of phenolic acids, FA exhibits a variety of bioactive properties, particularly notable for its antioxidative effects [8]. Although the action of FA in hematopoiesis remains undefined, FA supplementation has been documented to alleviate irradiation-induced long-term hematopoietic injuries at least partially through attenuating oxidative stress [9,10,11]. In light of these properties, it is plausible that FA may favor HSC maintenance during homeostasis through preventing oxidative attack. Also, it seems reasonable that FA would confer HSC protection against acute myelosuppressive injury, which is frequently encountered in clinics by cancer patients receiving radiotherapy and chemotherapy [12], through mitigating oxidative attack. And if so, FA may serve as an important active compound contributing to the hematopoiesis-promoting effect of Angelica sinensis and as a natural product may represent a promising therapeutic for preventing and treating oxidative stress-associated hematopoietic disorders, such as BM failure [5], HSC aging [13], and clonal hematopoiesis [14].

In this study, we determined the action of FA in hematopoiesis as well as the underlying cellular and molecular mechanisms. We revealed that FA distinctively and directly promotes HSC maintenance and thereby boosts hematopoiesis in both homeostasis and injury. Mechanistically, FA limits labile iron pool (LIP) to diminish ferroptosis susceptibility of HSCs, thus favoring HSC maintenance. These findings unmask a previously unknown action of FA in promoting HSC maintenance and suggest FA as a promising therapeutic candidate for acute myelosuppressive injury.

## 2. Materials and Methods

### 2.1. Animals

Wild-type C57BL/6 (CD45.2^+^) mice and C57BL/6Smoc-Ptprc^em1(K302E)Smoc^ (CD45.1^+^) mice were, respectively, purchased from Beijing HFK Bioscience Co., Ltd. (Beijing, China) and Shanghai Model Organisms Center, Inc. (Shanghai, China). All mice used were male, age-matched (8–10 weeks), and background-matched. Mice were kept in a pathogen-free facility at the Army Medical University under consistent environmental conditions, including a humidity level of (50  ±  5)%, a temperature of (24  ±  1) °C, a 12 h light/dark cycle, and free access to food and water. Animal experiments performed were approved by the Animal Care Committee of the Army Medical University and conducted according to the institutional guidelines.

### 2.2. Irradiation

Mice were exposed to a single dose of 5 or 7.5 Gy total body irradiation as indicated in a unilateral radiation field using a ^60^Co γ-ray source (Irradiation Center, Army Medical University, Chongqing, China), as we previously described [15]. The dose rate ranged from 92.8 to 95.5 cGy/min.

### 2.3. Pharmacological Treatment

For short-term FA supplementation, C57BL/6 mice received daily intraperitoneal injections of FA (50 mg/kg body weight; MedChem Express, Monmouth Junction, NJ, USA) for 7 consecutive days. For long-term FA supplementation, C57BL/6 mice received daily intraperitoneal injections of FA (50 mg/kg body weight) for 30 consecutive days. For imidazole ketone erastin (IKE; MedChem Express) treatment, mice received daily intraperitoneal injections of IKE at a dose of 40 mg/kg for 2 weeks from the second week of long-term FA supplementation. To test the protective effects of FA against acute myelosuppressive injury, C57BL/6 mice received daily intraperitoneal FA injections (50 mg/kg body weight) for 3 days prior to irradiation and continuing for 7 days after irradiation.

### 2.4. Hematological Parameter Test

Hematological parameters of mice were determined as we previously reported [16]. Briefly, 20 μL peripheral blood (PB) were collected from mouse tail veins and immediately diluted in 1% EDTA solution. Complete blood counts, including white blood cells (WBCs), red blood cells (RBCs), and platelets, were quantified using an automated Sysmex XT-2000i hematology analyzer (Sysmex Corporation, Kobe, Japan).

### 2.5. HSC Culture

HSCs were cultured using an established protocol that maintains functional properties ex vivo [17]. Briefly, sorted HSCs were plated in fibronectin-coated 24-well plates in a defined culture medium composed of F12 medium, murine recombinant thrombopoietin (100 ng/mL), murine recombinant stem cell factor (10 ng/mL; both PeproTech, Rocky Hill, NJ, USA), 1% penicillin/streptomycin/glutamine, 1% transferrin, 10 mM HEPES (all Thermo Fisher Scientific, Carlsbad, CA, USA), and 1 mg/mL polyvinyl alcohol (Sigma-Aldrich, St. Louis, MO, USA). Cultures were maintained at 37 °C in 5% CO_2_. Viable cell numbers were quantified every 48 h using a Countess™ II FL Automated Cell Counter (Thermo Fisher Scientific), with dead cells being excluded by trypan blue (Thermo Fisher Scientific). For FA or FeSO_4_ treatment, HSCs were cultured in the presence of 2–5 μM FA or 50–200 μM FeSO_4_ (both MedChem Express) as indicated. The HSC pool maintenance was assessed following 10 days of culture.

### 2.6. Flow Cytometry

#### 2.6.1. Cell Preparation and Sorting

BM cells were harvested from femurs and tibias by flushing with PBS, followed by erythrocyte depletion using a red cell lysis buffer (StemCell Technologies, Vancouver, BC, Canada). For phenotypic analysis of hematopoietic cells, a lineage cocktail including CD3ε, Ter-119, Mac-1, Gr-1 and B220 (all eBioscience, San Diego, CA, USA) was used. HSCs, myeloid progenitors, common myeloid progenitors (CMPs), granulocyte/monocyte progenitors (GMPs), megakaryocyte–erythrocyte progenitors (MEPs), common lymphoid progenitors (CLPs), myeloid cells, B cells, and T cells were analyzed using monoclonal antibodies as indicated. The detailed information of phenotypic markers for each hematopoietic cell population can be found in Table S1. Cells were stained with antibodies in Flow Cytometry Staining Buffer (eBioscience) for 30 min at 4 °C, washed, and analyzed on a Sony ID7000™ Spectral Cell Analyzer. HSCs were isolated using a Sony MA900 cell sorter (both Sony Biotechnology, Tokyo, Japan). Data were processed with FlowJo V10.8.1 software (Treestar Inc., San Carlos, CA, USA).

#### 2.6.2. Cytoplasmic Protein Detection

For ferritin detection, BM cells were first surface-stained with HSC markers in Flow Cytometry Staining Buffer as described above, then fixed using IC Fixation Buffer (eBioscience) for 20 min at room temperature. Cells were permeabilized with Permeabilization Buffer (eBioscience) containing an anti-ferritin antibody (Abcam, Cambridge, UK) for 45 min at room temperature. After washing, cells were stained with a fluorescent dye-conjugated secondary antibody (Thermo Fisher Scientific) for another 30 min at room temperature prior to flow cytometric analysis.

#### 2.6.3. Nuclear Protein Detection

For nuclear-factor erythroid 2-related factor 2 (NRF2) detection, BM cells were first surface-stained with HSC markers in Flow Cytometry Staining Buffer and washed. Cells were then fixed with 1 mL Foxp3 Fixation/Permeabilization working solution (eBioscience) for 30 min at room temperature, followed by intracellular staining with anti-NRF2 antibody (Thermo Fisher Scientific) in permeabilization buffer for 30 min at room temperature. After washing, cells were stained with a fluorescent dye-conjugated secondary antibody (Thermo Fisher Scientific) for another 30 min at room temperature prior to flow cytometric analysis. Antibody details are provided in Table S2.

### 2.7. Transplantation Assay

Competitive transplantation assay was performed using 1 × 10^6^ BM cells (CD45.2) from either control or FA-treated mice mixed with an equal number of competitor BM cells (CD45.1). The cell mixture was transplanted via tail vein injection into lethally irradiated (10 Gy split dose) CD45.1 recipient mice as previously described [16]. PB was collected from tail veins at 16 weeks post-transplantation for analysis of multi-lineage reconstitution (granulocyte/monocyte, B-cell, and T-cell populations) using a Sony ID7000™ Spectral Cell Analyzer. Donor chimerism was evaluated using the antibody panel detailed in Table S2.

### 2.8. Colony Assay

Colony assay was performed as we previously reported [18]. Briefly, 1000 hematopoietic stem and progenitor cell (HSPC)-enriched Lineage^−^ cells were sorted from HSC culture supplemented with or without FA and plated into methylcellulose medium (STEMCELL Technologies) according to the manufacturer’s instructions. Colonies were assessed 12 days later using an inverted light microscopy.

### 2.9. RNA-Sequencing (RNA-Seq)

HSCs were flow-sorted from either vehicle or l-FA treated mice, followed by RNA extraction using a RNeasy Micro Kit (QIAGEN, Hilden, Germany) according to the manufacturer’s protocol. concentration and purity were determined by NanoDrop ND-1000 (Thermo Fisher Scientific). The RNA fragments were copied into first strand cDNA using reverse transcriptase and several templateless C nucleotides. The oligonucleotide primers were then hybridized with poly(C) to form second strand cDNA. cDNA libraries were prepared using the KAPA Hyper Prep Kit (Kapa Biosystems, Wilmington, MA, USA) according to the manufacturer’s protocol. The resulting libraries were then purified and quantified and validated by Qubit^®^ 3.0 Fluorometer (Thermo Fisher Scientific) and Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA), followed by sequencing on the Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA). Differently expressed genes were screened by DEseq2 using a fold change > 2.0 and adjusted *p* value < 0.05. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were then performed based on the differentially expressed genes. Gene set enrichment analysis (GSEA V4.0.3) was performed using GSEA software based on Molecular Signatures Database v6.0 (http://software.broadinstitute.org/gsea/msigdb, accessed on 20 May 2025) [19].

### 2.10. Ferroptosis Assays

Ferroptosis assays were performed as we previously reported [16]. Briefly, BMCs were first surface-stained with HSC markers in Flow Cytometry Staining Buffer as described above, followed by thorough washing. For cell death analysis, cells were incubated with a 7-amino-actinomycin D (7-AAD) staining solution (Biolegend, San Diego, CA, USA) at room temperature for 15 min. For lipid peroxidation analysis, cells were stained in pre-warmed (37 °C) PBS in the presence of 10 mM LiperFluo (Dojindo Molecular Technologies, Kumamoto, Japan) at 37 °C for 30 min. After washing, cells were immediately analyzed by flow cytometry.

### 2.11. Ferroptosis Susceptibility Assay

Ferroptosis susceptibility assay was performed as we previously reported [16]. To analyze the ferroptosis susceptibility of HSCs in vivo, 5000 freshly sorted HSCs were sorted into 24-well plates and treated with 5 μM erastin (MedChem Express) in complete HSC medium. After incubation for 48 h, HSC ferroptosis was quantified by parallel staining with LiperFluo and 7-AAD as described above.

### 2.12. LIP Measurement

LIP in HSCs was measured as we previously reported [18]. Briefly, BM cells were first surface-stained with HSC markers in Flow Cytometry Staining Buffer as described above, followed by thorough washing. LIP was measured by incubating cells in pre-warmed (37 °C) PBS in the presence of 2 μM FerroOrange (Dojindo Molecular Technologies) for 30 min at 37 °C. After washing, cells were analyzed by flow cytometry.

### 2.13. Immunofluorescence

Freshly isolated HSCs were stained with 5 μM BODIPY 581/591 C11 (Thermo Fisher Scientific) or 2 μM FerroOrange for 30 min at 37 °C. Cells were then washed with pre-warmed (37 °C) HBSS, resuspended in 10 μL and immediately transferred to poly-L-lysine-coated slides. Then, cells were photographed using a Zeiss LSM980 NLO confocal microscope (Carl Zeiss, Jena, Germany) as soon as possible.

### 2.14. Hematoxylin and Eosin Staining

Femurs were fixed in 4% formaldehyde in PBS for 24 h at 4 °C, followed by decalcification in 10% EDTA-PBS buffer. After being embedded in paraffin, 5 μm-thick longitudinal sections were cut using a Leica RM2245 microtome (Leica, Wetzlar, Germany) and mounted on poly-L-lysine-coated slides. Sections were stained with hematoxylin and eosin following standard protocols. Histological evaluation was performed using a PreciPoint M8 digital microscope (PreciPoint, Freising, Germany) equipped with a 20× objective.

### 2.15. Statistical Analysis

Statistical analysis was performed using GraphPad Prism 9.0 software (GraphPad Software, La Jolla, CA, USA). Each experiment was repeated independently at least three times. Sample sizes and numbers of independent experiments for each figure are denoted as *n* in the figure legends. All data are represented as mean ± standard deviation (SD). Student’s *t*-test was used to compare differences between two groups, while one-way analysis of variance (ANOVA) was performed to compare differences among multiple groups followed by Tukey’s *post hoc* comparison test. Survival data from each group were analyzed using the Kaplan–Meier method, and the significance of the differences were tested via the log-rank test (Mantel–Cox). *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Short-Term FA Supplementation Has No Impact on Homeostatic Hematopoiesis

To evaluate the influence of FA on hematopoietic system, we initially administered mice with a short-term FA (s-FA) supplementation regimen (50 mg/kg body weight, once daily for 7 consecutive days). s-FA supplementation was tolerated by mice, as no apparent influence on body weight was observed (Figure 1A). With respect to the hematopoietic system, we found that the counts of WBCs, RBCs and platelets in PB (Figure 1B), the cellularity of BM (Figure 1C), as well as the proportions of myeloid, B and T cells in the WBC compartment (Figure 1D), were all not affected by s-FA supplementation. At the HSPC level, the frequency and number of HSCs (Figure 1E), as well as the frequencies of hematopoietic progenitor cells including CMPs, GMPs, MEPs and CLPs (Figure 1F), in the BM of s-FA-treated mice were also comparable with those of control mice. To further determine the maintenance of functional HSCs, competitive BM transplantation was performed as illustrated in Figure 1G. It was detected that the donor chimerism of BM cells from s-FA-treated mice was comparable with that from control mice 16 weeks after transplantation (Figure 1H), when the vast majority of blood cells are produced by donor HSCs [16], reflecting unaffected maintenance of functional HSCs following s-FA supplementation. These data show that s-FA supplementation has no gross impact on homeostatic hematopoiesis.

### 3.2. Long-Term FA Supplementation Distinctly Promotes HSC Maintenance

Then, we interrogated whether a long-term FA (l-FA) supplementation regimen (50 mg/kg body weight, once daily for 30 consecutive days) would affect the hematopoietic system. l-FA supplementation was tolerated by mice as well, as reflected by no apparent influence on the body weight (Figure 2A). Comprehensive analysis of the hematopoietic system demonstrated no significant differences between l-FA-treated mice and control mice across the counts of WBCs, RBCs and platelets in PB (Figure 2B), the proportions of myeloid, B and T cells in the WBC compartment (Figure 2C), as well as the frequencies of CMPs, GMPs, MEPs and CLPs in the BM (Figure 2D). However, the BM cellularity was significantly increased in l-FA-treated versus control mice (Figure 2E), indicating enhanced BM hematopoiesis. Moreover, we also noticed that the frequency and number of HSCs were remarkably increased after l-FA supplementation (Figure 2F). Competitive BM transplantation further showed superior donor chimerism by l-FA-treated HSCs than that by control HSCs at 16 weeks after transplantation (Figure 1G), verifying enhanced maintenance of functional HSCs following l-FA supplementation. These data indicate that l-FA supplementation distinctively promotes HSC maintenance and thereby boosts BM hematopoiesis.

### 3.3. FA Directly Promotes HSC Maintenance Ex Vivo

Next, we tested whether FA could directly promote HSC maintenance. To this end, we employed an established ex vivo culture system capable of maintaining HSC self-renewal and promoting functional HSC expansion [17], and supplemented the HSC culture with different concentrations of FA (Figure 3A). It was found that FA significantly boosted the cellular output of HSC culture within the concentration range of 2 to 5 μM in a dose-dependent manner (Figure 3B). Meanwhile, as did the results in vivo, FA also significantly and dose-dependently promoted the expansion of HSCs ex vivo (Figure 3C), reinforcing that the enhanced HSC maintenance underlies the boosted hematopoiesis. To further determine the maintenance of functional HSCs ex vivo, we performed a colony assay by plating HSPC-enriched Lineage^−^ cells sorted from HSC culture into a methylcellulose medium. It was observed that more colonies were formed by Lineage^−^ cells sorted from the HSC culture supplemented with FA (Figure 3D), confirming that functional HSCs were expanded in the presence of FA ex vivo. Thus, FA is capable of directly promoting HSC maintenance, thereby boosting hematopoiesis.

### 3.4. FA Diminishes Ferroptosis Susceptibility of HSCs

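Hematopoietic stem cells (HSCs), the bone marrow cells that sustain all blood lineages, were sorted from control (Ctrl) mice and from mice given FA long term (l-FA), and their RNA was sequenced. The mice were male C57BL/6 mice 8 to 10 weeks old, and l-FA mice received FA intraperitoneally at 50 mg/kg every day for 30 days. The paper's phenotype for HSCs is lineage-negative, Sca1-positive, c-Kit-positive, CD34-negative and CD135-negative. RNA of Cd34 and of Flt3, which encodes CD135, nonetheless ranked 22nd and 51st by mean among the genes tested. RNA does not measure surface protein, so whether all sequenced cells had this phenotype is open. The data comprised 3 Ctrl and 3 l-FA libraries, and the paper's text does not state how many mice contributed to each library. The authors deposited the number of counts on each of 27198 genes without normalization, together with FPKM values that divide the same counts by gene length and by the total count of the library. The paper's text names no aligner, counting tool, genome build or gene annotation. Total counts ranged from 19287735 to 20380610 in Ctrl (median 19762196) and from 19505689 to 20376031 in l-FA (median 19584569), so depth differed little between the groups. Between 22467 and 22728 genes had at least 1 count in a Ctrl library, and between 22738 and 22954 in an l-FA library. Libraries of the same group lay close to each other. Over genes with enough counts to test, the median chi-square between pairs of libraries of one group was 0.94 to 1.16, where counting error alone gives 0.455, and between libraries of different groups it was 9.32 to 10.1. In same-group pairs 21.3% to 24.8% of genes exceeded the value that counting error passes in 5% of genes. Each library was kept as a replicate because the labels give it as one, and n below counts libraries, not mice. Adjusted p-values rest on the spread between these libraries, and whether that spread includes the spread between mice is not known. For immunoglobulin V genes the same-group median chi-square was only 0.362 to 0.502, near counting error, against 18.0 to 21.0 between groups. The libraries of each group may therefore share 1 pool of RNA or cDNA. In that case the p-values below compare 2 pools and not the treatments. Differential expression was tested on the deposited counts with edgeR's quasi-likelihood test after TMM normalization, over the 16520 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. The choice of low-count filter and of fold-change limit moved the number of genes called the most. Among 11434 genes with a mean count of at least 100, 352 had a library at least 2-fold from both others of its group, and such genes have large standard errors.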

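With the thresholds of the paper's methods, an adjusted p under 0.05 and a fold change above 2, edgeR called 1946 genes, of which 1103 were higher and 843 lower in HSCs of l-FA-treated mice than of Ctrl mice. Without the fold-change limit, 8336 of the genes tested passed, 4205 higher and 4131 lower. Every l-FA library lay on one side of every Ctrl library for 1937 of the 1946 genes, and for 60.3% of all genes tested, where chance gives 10%. DESeq2, the tool of the paper's methods, called 1966 genes, 1915 of them shared with edgeR. At the same thresholds the low-count filter moved the number most, from 930 genes when every library had to hold at least 10 counts to 3335 genes with no filter. The largest rises among genes with a mean normalized count of at least 100 were in Gna14, Lrrc70, Zfp85, Phlpp1 and Lsr, with log2 fold changes from 2.62 to 3.48. Gna14 (ENSMUSG00000024697), a protein-coding gene listed on chromosome 19 from 16413126 to 16588184, had 0.832 ± 0.225 TMM-normalized CPM in Ctrl (SD, n = 3) and 9.31 ± 0.669 in l-FA. Its log2 fold change was 3.48 (standard error 0.18, adjusted p = 3.44e-05 from edgeR's quasi-likelihood test), and between 3.31 and 3.69 with each library left out in turn. These 5 genes each overlap another listed gene, and whether the counting used strand is not known. The largest falls were in Igkv4-61, Sgms2, Cldn15, Chst13 and Ltf. Sgms2 (ENSMUSG00000050931), which encodes a sphingomyelin synthase and is listed on chromosome 3 from 131112634 to 131197172, went from 49.8 ± 1.36 CPM in Ctrl to 3.42 ± 0.370 in l-FA (SD, n = 3). Its log2 fold change was -3.86 (standard error 0.087, adjusted p = 1.92e-06 from edgeR's quasi-likelihood test) and stayed between -3.94 and -3.80 with each library left out. The immunoglobulin kappa variable gene Igkv4-61 had 224 to 249 counts in each Ctrl library and 1 count in each l-FA library, so that it was at least 80.2-fold lower. Counts of immunoglobulin genes may come from cells other than HSCs, which the counts cannot tell. The fall of Igkv4-61 is therefore not evidence of a change within HSCs. Coordinates are those of the deposited table, whose genome build is not named.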

To elucidate the mechanism by which FA directly promotes HSC maintenance, RNA-seq analysis of HSCs from mice with l-FA supplementation was performed, and we observed profound transcriptional changes compared to control mice (Figure 4A,B). Interestingly, among the top altered signaling pathways, we noticed a predominant downregulation of the ferroptosis signaling pathway in HSCs of l-FA-treated mice compared to control mice (Figure 4C). 

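Ferroptosis was examined with a list of 39 mouse genes written by hand after the pathway's usual members, because the KEGG release behind Figure 4C was not used here. The table lists 38 of them, and 36 passed the low-count filter. Of these, 3 were past both thresholds and lower in l-FA, namely Cybb, Gclm and Tfrc, and 1 was past them and higher, namely Cp. This is 1.63 times the share of lower genes among all genes tested (one-sided Fisher's exact test p = 0.278, two-sided p = 0.429). The alternative that moved this over-representation most, keeping genes with at least 10 counts in every library, gave a fold of 3.03 (one-sided Fisher's exact test p = 0.0757). Tfrc (ENSMUSG00000022797), the transferrin receptor through which cells take up iron, is listed on chromosome 16 from 32427738 to 32451612. It fell from 111 ± 3.01 CPM in Ctrl to 52.7 ± 2.46 in l-FA (SD, n = 3), a log2 fold change of -1.07 (standard error 0.046, adjusted p = 1.74e-05 from edgeR). Gclm (ENSMUSG00000028124; chromosome 3, 122039206 to 122064381), the modifier subunit of the enzyme that starts glutathione synthesis, had a log2 fold change of -1.09 (standard error 0.068, adjusted p = 6.09e-05 from edgeR) and overlaps another listed gene. Cybb (ENSMUSG00000015340; chromosome X, 9301491 to 9354010), a subunit of the phagocyte NADPH oxidase, had a log2 fold change of -1.46 (standard error 0.098, adjusted p = 8.05e-05 from edgeR). Cp (ENSMUSG00000003617; chromosome 3, 20011218 to 20063309), which encodes ceruloplasmin and also overlaps a listed gene, had only 2 to 20 counts per library and a log2 fold change of 2.01 (standard error 0.38, adjusted p = 0.0048 from edgeR). Without a fold-change limit, 11 of the 36 genes were lower and 6 higher at an adjusted p under 0.05, and adjusting over the list alone gave 17 genes in all. The iron exporter Slc40a1 was among the lower ones, with a log2 fold change of -0.86 (standard error 0.094, adjusted p = 0.000499 from edgeR). Gpx4 (-0.01, standard error 0.085, adjusted p = 0.953) and Slc7a11 (-0.15, standard error 0.23, adjusted p = 0.622) did not differ beyond their error in the same edgeR test, and Slc7a11 had at most 82 counts in a library. Acsl4 rose by 0.19 on the log2 scale (standard error 0.051, adjusted p = 0.0212 from edgeR), but did not pass in 4 of the 6 fits that each left out 1 library. Ncoa4 fell by 0.92 with a standard error of 0.53 (adjusted p = 0.196 from edgeR), since its counts in the Ctrl libraries were 838, 2628 and 855. Ranked by the signed square root of edgeR's F, the 36 genes had a normalized enrichment score of -1.71 toward lower expression in l-FA (fgsea, adjusted p = 0.00682 by permutation of genes over both lists tested). Ranked by log2 fold change instead, the score was -1.02 (adjusted p = 0.45 by the same permutation). The list's median log2 fold change was -0.04, at the 40.6th percentile of 10000 random lists matched on expression. From its own pathway enrichment (Figure 4C), the paper states that ferroptosis signaling was predominantly downregulated in HSCs of l-FA-treated mice, and it went on to measure lipid peroxidation and cell death.

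**Figure D1:**
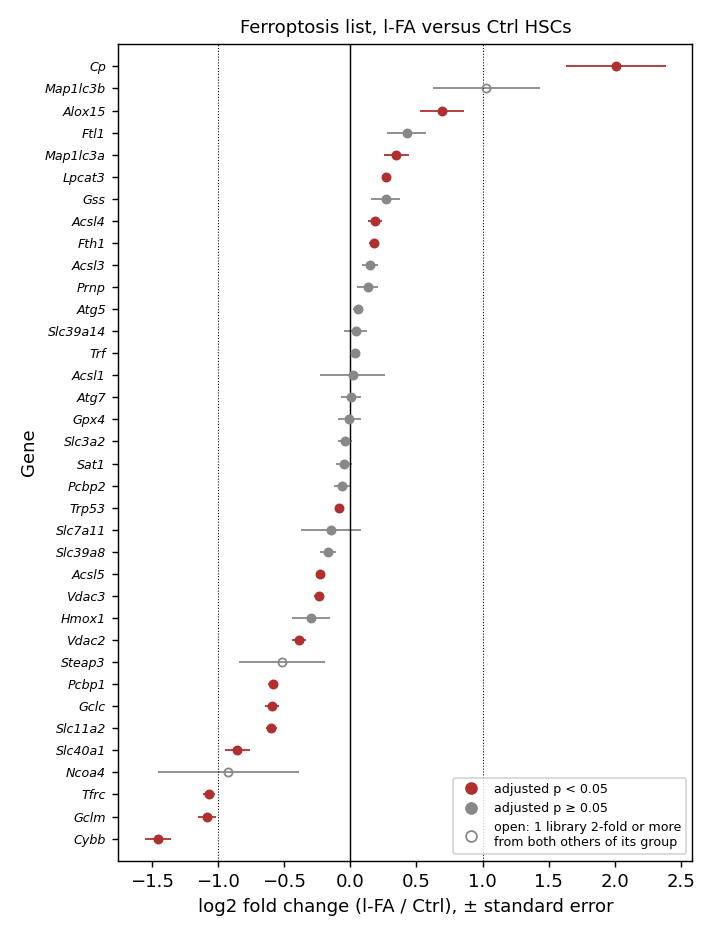
Log2 fold change (x axis) of each of the 36 tested genes of the ferroptosis list (y axis) in HSCs of l-FA-treated versus Ctrl mice, with its standard error from edgeR over 3 libraries per group; red points have an adjusted p under 0.05 and open points are genes with 1 library at least 2-fold from both others of its group. The points run from -1.46 (Cybb) to 2.01 (Cp), with 20 genes below 0 and 16 above it, and the dotted lines mark the 2-fold limits.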

As known, ferroptosis is an oxidative form of cell death characterized by overwhelming membrane lipid peroxidation and rupture of the plasma membrane [20]. Meanwhile, HSCs are recently demonstrated to be ferroptosis vulnerable [21], and ferroptosis will impair HSC maintenance in both homeostasis and injury [16,18]. In correspondence, BODIPY 581/591 C11 staining (Figure 4D) and LiperFluo staining (Figure 4E) showed a remarkable reduction in membrane lipid peroxidation in HSCs of l-FA-treated mice compared to control mice. However, 7-AAD staining reflected negligible and comparable HSC death between these two groups (Figure 4F). These lines of evidence inform that FA diminishes ferroptosis susceptibility of HSCs. In keeping with this, l-FA-treated HSCs were more resistant to ferroptosis induced by a canonical ferroptosis inducer erastin (Figure 4G,H). Similarly to the results in vivo, although FA supplementation had no apparent influence on HSC death ex vivo (Figure S1A), it remarkably mitigated lipid peroxidation in HSCs (Figure S1B). Moreover, FA supplementation also significantly attenuated erastin-induced HSC ferroptosis ex vivo (Figure S1C,D).

To further validate the involvement of diminished ferroptosis susceptibility in the promotion of HSC maintenance by FA, l-FA-treated mice were administered with IKE, a potent ferroptosis inducer with demonstrated in vivo efficacy [22]. It was observed that IKE administration markedly restored the ferroptosis susceptibility of HSCs in l-FA-treated mice, as demonstrated by increased lipid peroxidation (Figure 5A) and susceptibility to erastin-induced ferroptosis of HSCs (Figure 5B,C). Finally, the enhanced HSC maintenance (Figure 5D) and increased BM cellularity (Figure 5E) in l-FA-treated mice were both abrogated by IKE administration. Taken together, these data demonstrate that FA directly promotes HSC maintenance through diminishing ferroptosis susceptibility of HSCs.

### 3.5. FA Limits Labile Iron (Fe^2+^) Pool in HSCs Independently of NRF2

Ferroptosis is an iron-dependent form of cell death, tightly associated with intracellular LIP size [20]. Intriguingly, FA is demonstrated to have the capacity to chelate Fe^2+^ [23]. In light of the above, we asked whether the anti-ferroptosis activity of FA is related to LIP limitation. To this end, we stained HSCs with a Fe^2+^ chemisensor, FerroOrange, to quantify intracellular LIP size. In line with a recent study [24], HSCs harbor well-detectable LIP, whereas the LIP size significantly declined in HSCs of l-FA-treated versus control mice (Figure 6A,B). Correspondingly, HSCs from l-FA-treated mice exhibited an iron-limited status characterized by reduced protein abundance of ferritin (Figure 6C), which is a major iron storage protein positively correlating with LIP size [25]. Ex vivo, FA supplementation also significantly reduced the LIP size in cultured HSCs (Figure S2A), accompanied by decreased protein abundance of ferritin (Figure S2B). In addition, treatment of cultured HSCs with erastin resulted in remarkably increased LIP size in HSCs, which was significantly attenuated by FA supplementation (Figure 6D). Further, we observed that FeSO_4_ synergistically enhanced erastin-mediated HSC ferroptosis in a concentration-dependent manner, with a significant difference at the concentration above 50 μM (Figure 6E,F). However, supplementation with 50 μM FeSO_4_, which has nearly no influence on erastin-induced HSC ferroptosis, abrogated the protective effect of FA against erastin-induced HSC ferroptosis (Figure 6G,H). Thus, FA is capable of limiting LIP in HSCs, thereby diminishing ferroptosis susceptibility of HSCs.

NRF2 is a transcription factor that responds to oxidative stress by modulating several pathways involved in ferroptosis, including those related to glutathione production, antioxidative responses, and iron homeostasis [26]. Given the essential role of NRF2 in HSC maintenance [27] and that FA can activate NRF2 signaling to counteract oxidative stress in different experimental models [28,29,30,31], we further tested whether NRF2 is implicated in the LIP limitation and anti-ferroptosis activity of FA in HSCs. Both in vivo and ex vivo, FA treatment had no obvious impact on nuclear NRF2 protein expression (Figure 6I and Figure S2C) and NRF2 signaling as reflected by GSEA (Figure 6J). Thus, NRF2 is dispensable for the LIP limitation and anti-ferroptosis activity of FA in HSCs. 

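NRF2 signaling was examined in the HSC libraries of Ctrl and l-FA-treated mice with a list of 64 NRF2 target and pathway genes written by hand, because the paper's text does not name the gene set behind Figure 6J. The table lists 59 of them and 55 were tested. No ex vivo library was analysed here. Nfe2l2 (ENSMUSG00000015839; chromosome 2, 75505857 to 75534985), the gene that encodes NRF2, had 158 ± 7.49 TMM-normalized CPM in Ctrl and 164 ± 3.20 in l-FA (SD, n = 3). Its log2 fold change was 0.06 (standard error 0.040, adjusted p = 0.3 from edgeR's quasi-likelihood test), which is within the spread between libraries. Ranked by the signed square root of edgeR's F, the list had a normalized enrichment score of -1.85, toward lower expression in l-FA (fgsea, adjusted p = 0.00211 by permutation of genes). The score depended on the ranking. With GSEA's signal-to-noise measure on log2 CPM it changed sign to 0.74 (adjusted p = 0.96), and with the log2 fold change it was -1.17 (adjusted p = 0.45), each by permutation of genes. The signal-to-noise measure held each SD to at least a fixed share of the mean log2 CPM, so that ranking depends on expression level. On linear CPM, chosen after seeing the data, the same measure gave -1.11 (adjusted p = 0.258 by permutation of genes). The median log2 fold change of the 55 genes was -0.06, at the 29.0th percentile of random lists matched on expression. At an adjusted p under 0.05, 19 genes were lower and 10 higher, and adjusting over the list alone gave 31 genes in all. Past the 2-fold limit as well, Gsr, Ptgr1, Gclm and Abcc2 were lower and Osgin1 and Abcc3 higher; of these, only Gclm was chosen before its values were seen. Gsr (ENSMUSG00000031584; chromosome 8, 34142551 to 34188191), which encodes glutathione reductase and overlaps another listed gene, fell from 303.7 ± 1.97 CPM to 113 ± 2.05 (SD, n = 3), a log2 fold change of -1.43 (standard error 0.025, adjusted p = 9.65e-07 from edgeR). Abcc2 had 24 to 52 counts in the Ctrl libraries and none in any l-FA library, so that it was at least 13.5-fold lower. Osgin1 rose by 1.66 on the log2 scale (standard error 0.12, adjusted p = 0.000103 from edgeR). The classical targets Nqo1 (0.02, standard error 0.14, adjusted p = 0.925) and Txnrd1 (-0.03, standard error 0.039, adjusted p = 0.521) did not differ beyond their error in the same edgeR test. Hmox1 was lower by more than its error but did not pass in that test (-0.30, standard error 0.14, adjusted p = 0.13 from edgeR). Nqo1 and Hmox1 had at most 143 counts in a library.

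**Figure D2:**
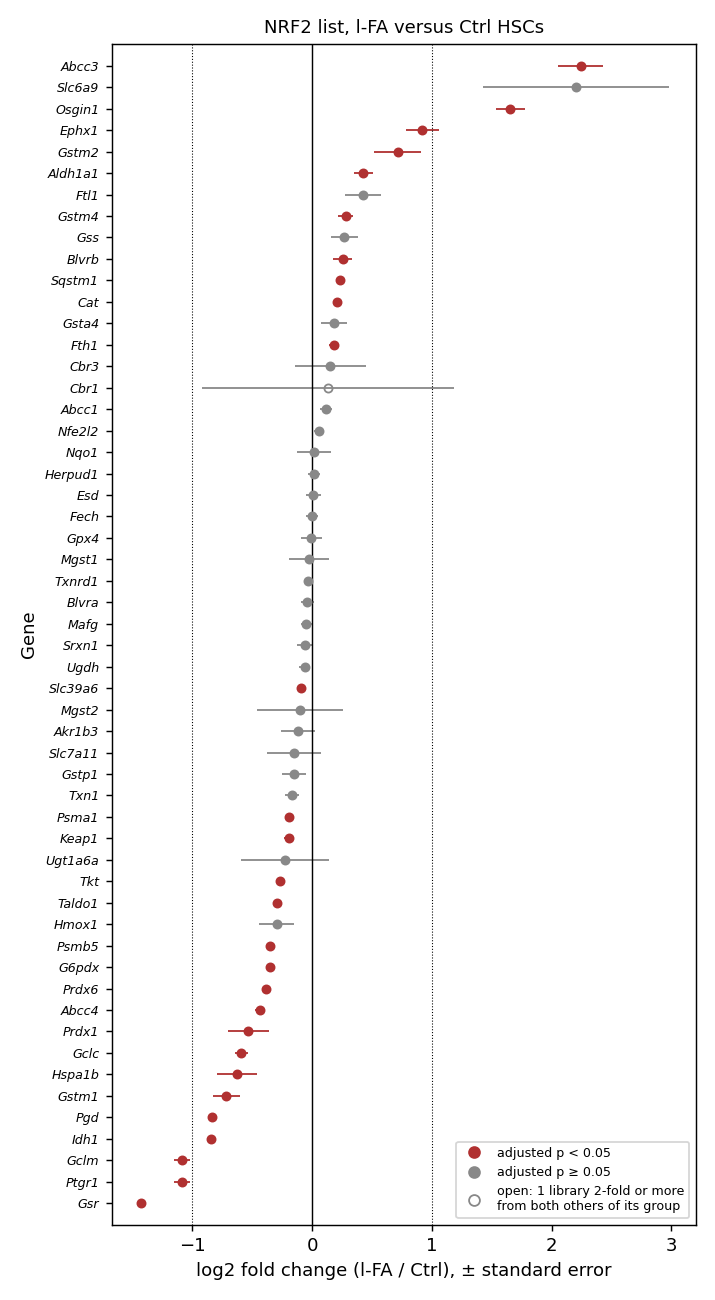
Log2 fold change (x axis) of the tested genes of the NRF2 list (y axis) in HSCs of l-FA-treated versus Ctrl mice, with its standard error from edgeR over 3 libraries per group; red points have an adjusted p under 0.05 and the open point is a gene with 1 library at least 2-fold from both others of its group. Abcc2, without counts in l-FA, is not drawn; the other genes run from -1.43 (Gsr) to 2.24 (Abcc3), and the dotted lines mark the 2-fold limits.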

Taken together, these results consolidate that FA diminishes ferroptosis susceptibility of HSCs through limiting LIP size. In addition, the LIP limitation activity of FA in HSCs is independent of NRF2 activation, probably relying on its iron-chelating ability.

### 3.6. FA Safeguards HSC Maintenance and Accelerates Hematopoietic Regeneration After Acute Myelosuppressive Injury

We further tested whether the LIP limitation and anti-ferroptosis activity of FA are valuable for clinical translation. Acute myelosuppressive injury, in which HSC ferroptosis is implicated, is always life-threatening and a primary cause for the discontinuation of cancer therapy [5]. We then wondered if FA treatment could mitigate HSC ferroptosis and thereby rescue acute myelosuppressive injury induced by exposure to a sublethal dose (5 Gy) of ionizing radiation (IR). Consistent with previous studies [16,18], dramatic cell death (Figure S3A) and lipid peroxidation (Figure S3B) were detected in the BM HSC compartment at 1 day post IR (dpi), when HSC ferroptosis peaks, along with markedly increased LIP size (Figure S3C). Accordingly, severely impaired HSC maintenance was observed at 1 dpi (Figure S3D), accompanied by myelosuppression as manifested by dramatic reductions in WBC, RBC and platelet counts in PB (Figure S3E). However, immediate FA supplementation remarkably alleviated Fe^2+^ accumulation (Figure 7A) and ferroptosis (Figure 7B,C) of HSCs at 1 dpi. Finally, the impaired HSC maintenance (Figure 7D) and myelosuppression (Figure 7E,F) induced by IR were significantly rescued by this short-term FA supplementation regimen. Moreover, FA supplementation led to a 60% increase in survival in a murine model of lethal myelosuppressive injury induced by 7.5 Gy IR (Figure 7G). Thus, FA safeguards HSC maintenance after acute myelosuppressive injury through mitigating Fe^2+^ overload and ferroptosis of HSCs, reinforcing the promotive action of FA in HSC maintenance.

## 4. Discussion

In this study, we reveal that FA, a bioactive component abundantly present in Angelica sinensis, distinctively and directly promotes HSC maintenance and thereby boosts hematopoiesis in both homeostasis and acute myelosuppressive injury (Figure 8). These findings inform that the hematopoiesis-promoting activity of Angelica sinensis is partly mediated by FA through its action on HSC maintenance. Apart from Angelica sinensis, FA is also widely present in vegetables and fruits [8]. Thus, our results may partly explain why a higher intake of vegetables and fruits, a hallmark of a healthy diet pattern, benefits HSC maintenance [32]. Overall, the findings of this study substantially improve our understanding of the beneficial effect of FA-rich herbs and diet as well as suggest FA supplementation as a promising avenue to preserve functional HSCs, whose maintenance is always compromised during physiological aging [33].

Although the formulas containing FA-rich herbs are popular in traditional Chinese medicine, and are considered to offer protection against a wide array of diseases such as infection [34], cancer [35], ischemia/reperfusion injury [36], as well as kidney [37], cardiovascular [38] and neurodegenerative diseases [28], the precise mechanism of FA-endowed organ protection remains incompletely elucidated. In this study, we not only extend the therapeutic application of FA in acute myelosuppressive injury, but also demonstrate that this pharmacological effect of FA relies on its ability to diminish ferroptosis susceptibility of HSCs. Actually, numerous organ damages and degenerative pathologies such as those mentioned above are driven by ferroptosis [39]. Since that the anti-ferroptosis activity of FA is also recently reported in animal models of neural, myocardial or liver injury [29,40,41], it is tempting to speculate that ferroptosis defense acts as a common mechanism for FA-endowed organ protection. Furthermore, emerging evidence also links HSC ferroptosis to the pathogenesis of aplastic anemia and Fanconi anemia [21], implying a broader therapeutic potential of FA in BM failure syndromes.

Iron is not only fundamental for driving ferroptosis through triggering the Fenton reaction [20], but also as an essential minor mineral in the body involved in a multitude of physiological processes, including mitochondrial respiration, gene regulation and DNA synthesis or repair [42]. Thus, tight control of iron homeostasis is critical for overall health, with both iron deficiency and overload contributing to diverse pathological conditions [42,43]. Although iron is well known for its role in erythropoiesis, accumulating studies further reveal its importance in the overall hematopoiesis through regulating HSC homeostasis. For example, dietary iron deficiency enhances HSC self-renewal and expansion [44], while physiological iron loading with age drives functional decline of HSCs [24] and genetic iron overload elicits HSC maintenance impairment [45]. These lines of evidence inform that iron limitation favors the maintenance of functional HSCs, though the action mechanisms of iron in these processes are incompletely understood. We in this study show that FA is capable of limiting LIP in HSCs probably through its iron-chelating ability, thereby diminishing ferroptosis susceptibility and promoting the maintenance of functional HSCs. These data highlight a critical role of iron in dictating ferroptosis susceptibility of HSCs and a pharmacological action of FA in modulating iron homeostasis.

In addition to being an iron chelator, FA is also reported to act as a direct free radical scavenger or an indirect antioxidant by enhancing endogenous scavenging systems while inhibiting pro-oxidant enzymes [46]. Therefore, FA may be capable of promoting the elimination of free radicals that trigger lipid peroxidation. Moreover, FA is also reported to modulate the activity of multiple signaling molecules such as NRF2, which can drive resistance to ferroptosis via transcriptional activation of genes preventing lipid peroxidation and Fe^2+^ accumulation [26]. Although previous studies have documented that NRF2 activation underlies the anti-ferroptosis activity of FA in cell lines in vitro [28,30], our data indicate that the LIP limitation and anti-ferroptosis activity of FA in HSCs do not rely on NRF2 both in vivo and ex vivo. This probably reflects that the action of FA may be context-dependent or may differ between normal and malignantly transformed cells. Taken together, although we demonstrate here that FA diminishes ferroptosis susceptibility of HSCs through limiting LIP, the comprehensive mechanism underpinning the anti-ferroptosis activity of FA in different contexts and cell types still warrants further investigation.

At present, numerous ferroptosis inhibitors and antioxidants have been discovered and demonstrated for their effectiveness in preventing ferroptosis across a wide range of animal models. However, their poor efficacy and toxicity greatly limit their potential translation into clinical use [22]. Natural compounds and their derivatives continue to dominate as sources for novel therapeutic agents [47]. In this study, we demonstrate that FA as a natural product is capable of limiting LIP and diminishing ferroptosis susceptibility of HSCs, showing no obvious toxicity even with long-term in vivo supplementation. These excellent properties allow FA to be considered an attractive candidate compound for treatment of iron overload- and ferroptosis-associated diseases. Further, the molecular structure of FA is easily modified due to the presence of a variety of reactive groups. Comparing to FA, its derivatives show the characteristics of similar or even greater antioxidative activity and better stability after molecular modification [46]. All these increase the application scope for FA. For example, piperazine ferulate, a derivative of FA, has been used in China to treat glomerular diseases [48]. It is tempting to evaluate whether FA derivatives are superior in promoting HSC maintenance than FA and to search for the optimal forms of FA for different diseases in the future.

Of note, although invaluable for research, the mouse model of IR-induced acute myelosuppressive injury used in the present study has certain limitations. Crucially, species differences in radiation sensitivity [49,50] and hematopoietic dynamics [51] limit direct translation to humans. While now equipped with mechanistic insight using mouse models, the next step should be translating these findings to human subjects through well-controlled, randomized, and blinded clinical trials.

## 5. Conclusions

This study uncovers a novel pharmacological action and mechanism of FA in promoting HSC maintenance, as well as identifies FA as a LIP-limiting and anti-ferroptotic natural compound with potential as a therapeutic against acute myelosuppressive injury. The findings of this study not only aid in the understanding of the beneficial effects of FA-rich herbs and diet, but also provide a therapeutic rationale for using FA and FA-rich herbs to treat iron overload- and ferroptosis-associated pathologies.

## Figures and Tables

**Figure 1:**
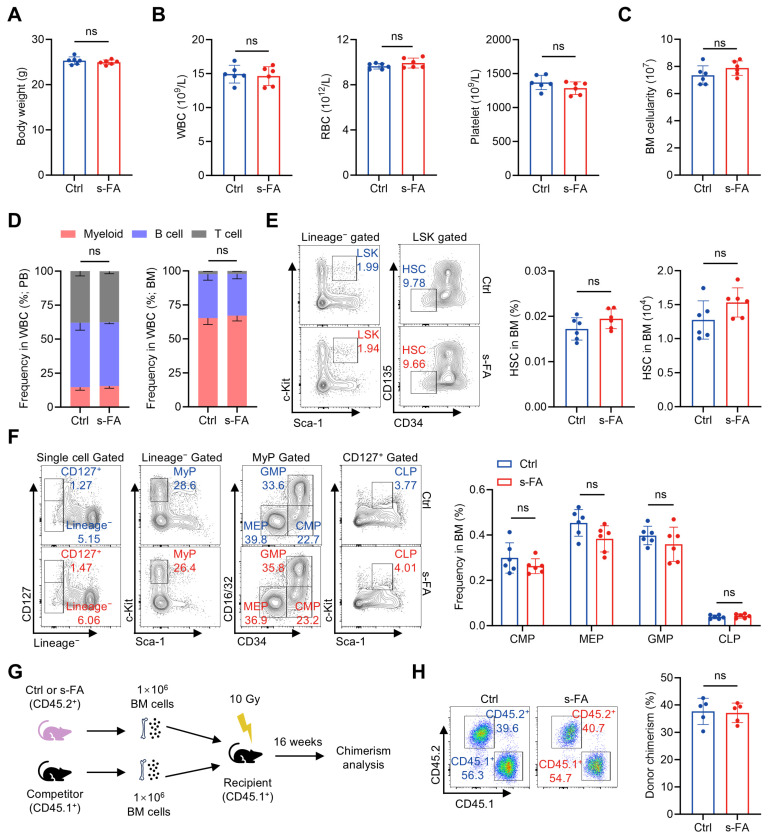
Short-term FA administration has no impact on homeostatic hematopoiesis. (**A**) Body weights of control (Ctrl) and s-FA-treated mice (*n* = 6). (**B**) WBC, RBC and platelet counts in PB of Ctrl and s-FA-treated mice (*n* = 6). (**C**) BM cellularity of Ctrl and s-FA-treated mice (*n* = 6). (**D**) Proportions of myeloid, B and T cells in PB and BM of Ctrl and s-FA-treated mice (*n* = 6). (**E**) Flow cytometric quantification of HSC frequency and number in the BM of Ctrl and s-FA-treated mice (*n* = 6). (**F**) Flow cytometric quantification of CMP, GMP, MEP and CLP frequencies in the BM of Ctrl and s-FA-treated mice (*n* = 6). (**G**) Scheme for competitive BM transplantation. (**H**) Flow cytometric quantification of donor chimerism in PB of recipient mice (*n* = 5). Data represent mean ± SD. ns, no significance. Two-tailed unpaired Student’s *t*-test.

**Figure 2:**
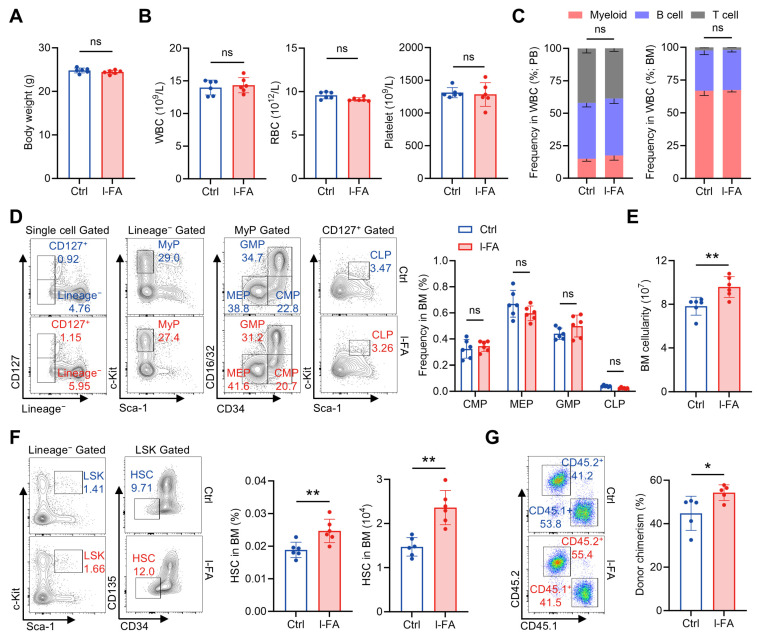
Long-term FA administration distinctively favors HSC maintenance. (**A**) Body weights of Ctrl and l-FA-treated mice (*n* = 6). (**B**) WBC, RBC and platelet counts in PB of Ctrl and l-FA-treated mice (*n* = 6). (**C**) Proportions of myeloid, T and B cells in PB and BM of Ctrl and l-FA-treated mice (*n* = 6). (**D**) Flow cytometric quantification of CMP, GMP, MEP and CLP frequencies in the BM of Ctrl and l-FA-treated mice (*n* = 6). (**E**) BM cellularity of Ctrl and l-FA-treated mice (*n* = 6). (**F**) Flow cytometric quantification of HSC frequency and number in the BM of Ctrl and l-FA-treated mice (*n* = 6). (**G**) Flow cytometric quantification of donor chimerism in PB of recipient mice (*n* = 5). Data represent mean ± SD. * *p* < 0.05, ** *p* < 0.01, ns, no significance. Two-tailed unpaired Student’s *t*-test.

**Figure 3:**
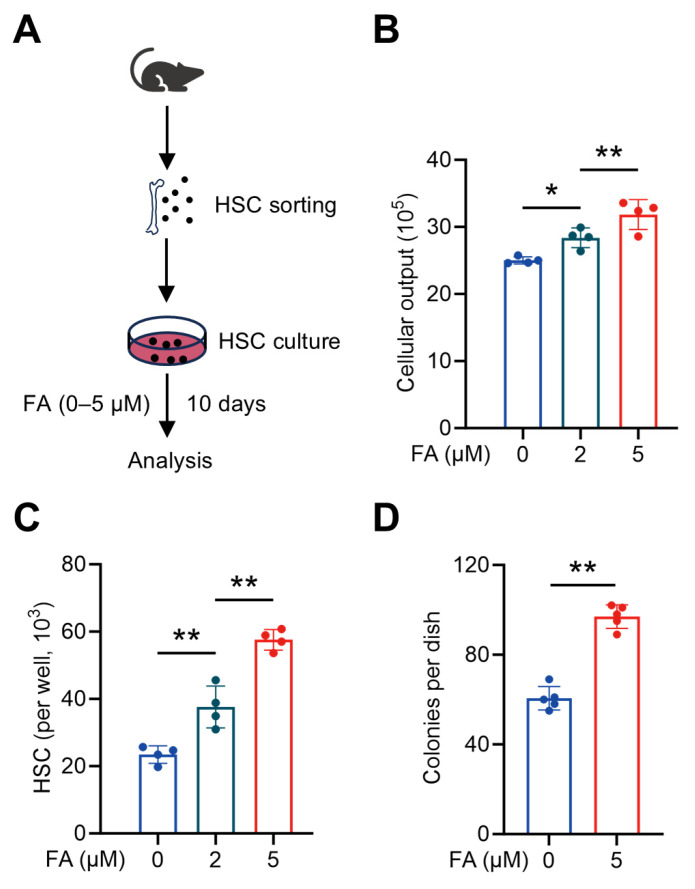
FA directly promotes HSC maintenance ex vivo. (**A**) Scheme for ex vivo HSC culture. (**B**) Cellular outputs of HSCs cultured with different concentrations of FA (*n* = 4). (**C**) HSC numbers in the cultures supplemented with different concentrations of FA (*n* = 4). (**D**) Colony numbers of per 103 lineage– cells sorted from HSC cultures supplemented with or without FA (*n* = 5). Data represent mean ± SD. * *p* < 0.05, ** *p* < 0.01. One-way ANOVA unless stated otherwise. Two-tailed unpaired Student’s *t*-test (**D**).

**Figure 4:**
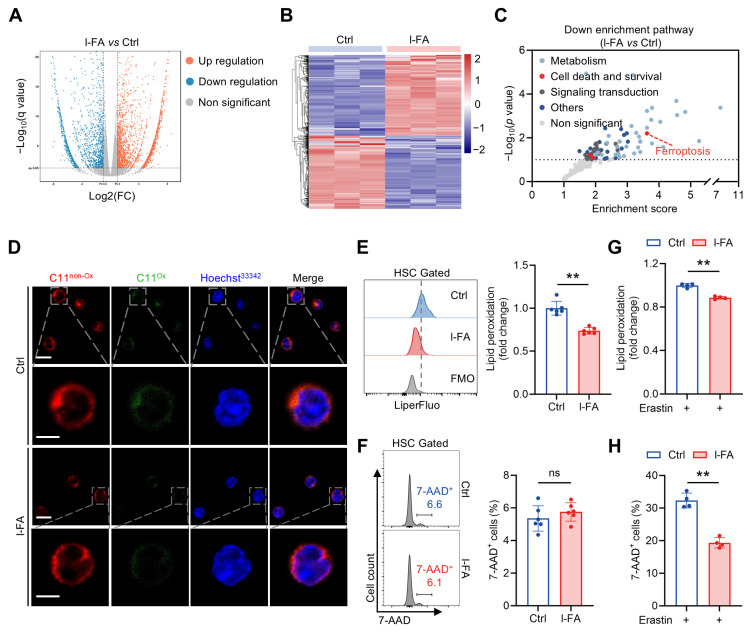
FA diminishes ferroptosis susceptibility of HSCs. (**A**,**B**) Transcriptomic profiling of BM HSCs of Ctrl and l-FA-treated mice. (**C**) Downregulated signaling pathways as revealed by KEGG pathway enrichment analysis in BM HSCs of l-FA-treated versus Ctrl mice. (**D**) Membrane lipid peroxidation as reflected by BODIPY 581/591 C11 staining in BM HSCs of Ctrl and l-FA-treated mice. Scale bar, 10 μm (upper panel). Scale bar, 5 μm (down panel). (**E**,**F**) Flow cytometric quantification of membrane lipid peroxidation (**E**) and cell death (**F**) in BM HSCs of Ctrl and l-FA-treated mice (*n* = 6). (**G**,**H**) Ferroptosis susceptibility analysis of BM HSCs in Ctrl and l-FA-treated mice (*n* = 4). Data represent mean ± SD. ** *p* < 0.01, ns, no significance. Two-tailed unpaired Student’s *t*-test.

**Figure 5:**
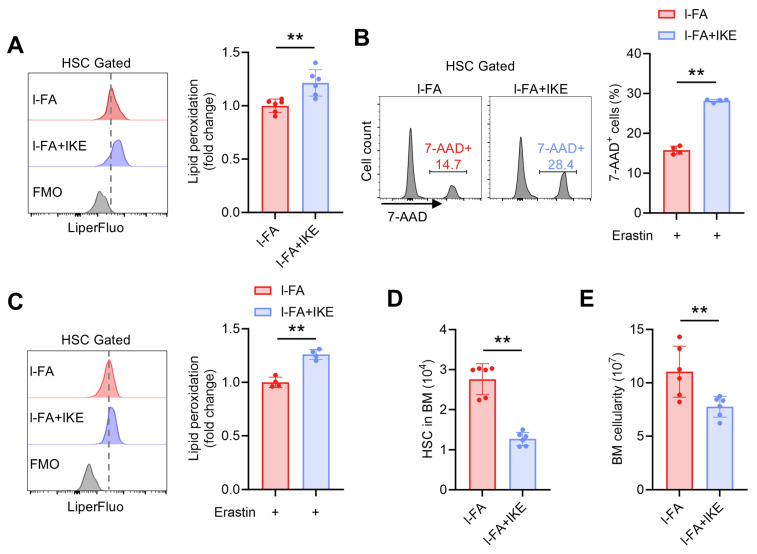
IKE administration restores ferroptosis susceptibility and maintenance of HSCs in l-FA-treated mice. (**A**) Flow cytometric quantification of membrane lipid peroxidation in BM HSCs of l-FA-treated mice with or without IKE administration (*n* = 6). (**B**,**C**) Ferroptosis susceptibility analysis of BM HSCs in l-FA-treated mice with or without IKE administration (*n* = 4). (**D**) HSC numbers in the BM of l-FA-treated mice with or without IKE administration (*n* = 6). (**E**) BM cellularity of l-FA-treated mice with or without IKE administration (*n* = 6). Data represent mean ± SD. ** *p* < 0.01. Two-tailed unpaired Student’s *t*-test.

**Figure 6:**
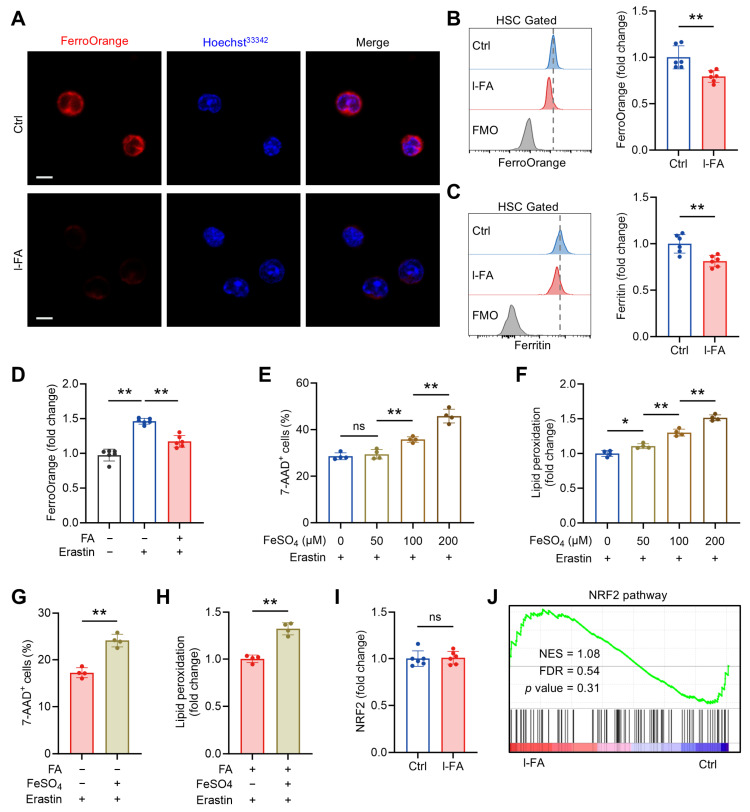
FA limits labile iron (Fe^2+^) pool in HSCs independently of NRF2. (**A**) Analysis of LIP size by FerroOrange staining in BM HSCs of Ctrl and l-FA-treated mice. Scale bar, 10 μm. (**B**) Flow cytometric quantification of LIP size in BM HSCs of Ctrl and l-FA-treated mice (*n* = 6). (**C**) Flow cytometric quantification of ferritin expression in BM HSCs of Ctrl and l-FA-treated mice (*n* = 6). (**D**) LIP size in HSCs cultured with FA and/or erastin (*n* = 6). (**E**,**F**) Ferroptosis analysis of HSCs cultured with different concentrations of FeSO_4_ (*n* = 4). (**G**,**H**) Ferroptosis analysis of HSCs cultured with FA and/or FeSO_4_ (*n* = 4). (**I**) Flow cytometric quantification of NRF2 expression in BM HSCs of Ctrl and l-FA-treated mice (*n* = 6). (**J**) GSEA of NRF2 pathway in BM HSCs of l-FA-treated versus Ctrl mice. Data represent mean ± SD. * *p* < 0.05, ** *p* < 0.01, ns, no significance. Two-tailed unpaired Student’s *t*-test unless stated otherwise. One-way ANOVA (**D**–**F**). NES, normalized enrichment score; FDR, false discovery rate.

**Figure 7:**
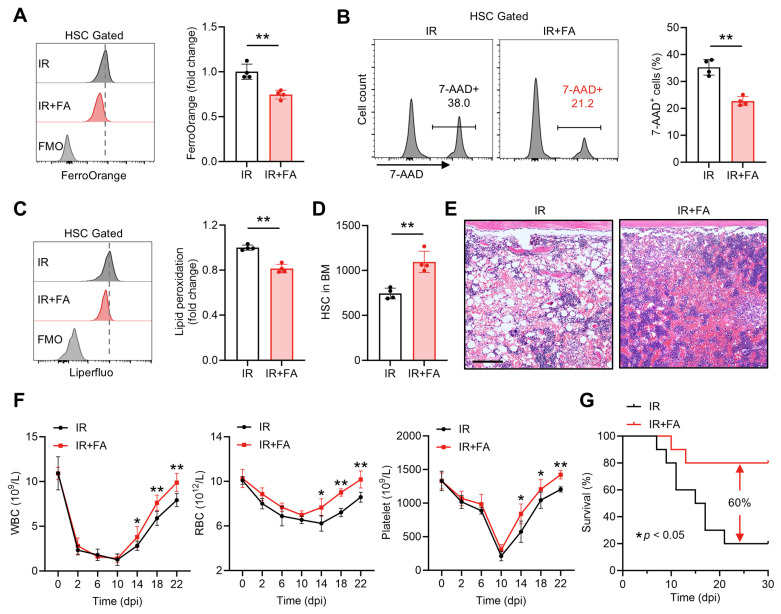
FA safeguards HSC maintenance and accelerates hematopoietic regeneration after acute myelosuppressive injury. (**A**) Flow cytometric quantification of LIP size in BM HSCs of Ctrl and FA-treated mice at 1 dpi (*n* = 4). (**B**) Flow cytometric quantification of membrane lipid peroxidation in BM HSCs of Ctrl and FA-treated mice at 1 dpi (*n* = 4). (**C**) Flow cytometric quantification of HSC death in the BM of Ctrl and FA-treated mice at 1 dpi (*n* = 4). (**D**) HSC numbers in the BM of Ctrl and FA-treated mice at 1 dpi (*n* = 4). (**E**) Representative hematoxylin and eosin staining of BM in Ctrl and FA-treated mice at 10 dpi. Scale bar, 200 μm. (**F**) WBC, RBC and platelet counts in PB of Ctrl and FA-treated mice at indicated times post IR (*n* = 6). (**G**) Survival analysis of Ctrl and FA-treated mice following lethal irradiation (*n* = 10). Data represent mean ± SD. * *p* < 0.05, ** *p* < 0.01. Two-tailed unpaired Student’s *t*-test unless stated otherwise. Kaplan–Meier survival curves and log-rank test (**G**).

**Figure 8:**
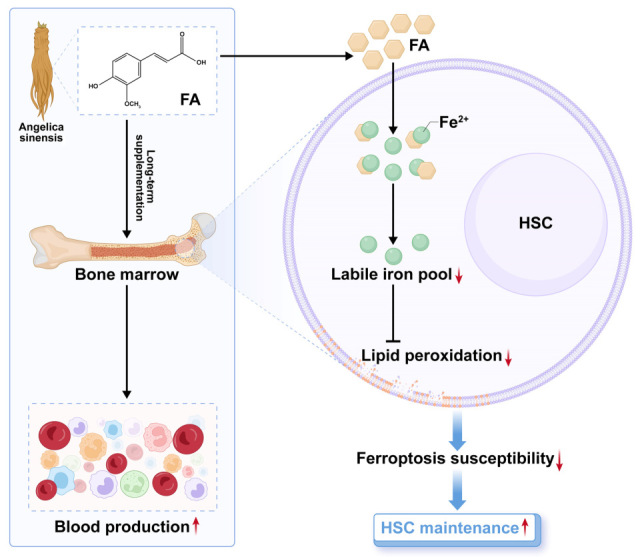
A schematic model for the pharmacological action and mechanism of FA on HSC maintenance.

## Data Availability

All data are available in the main text or the Supplementary Materials. Further inquiries should be directed to the corresponding author. The RNA-sequencing data are available at Gene Expression Omnibus database with accession number GSE299994 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE299994, accessed on 20 August 2025).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox14091053/s1, Figure S1: FA diminishes ferroptosis susceptibility of HSCs ex vivo; Figure S2: FA limits labile iron (Fe^2+^) pool in HSCs ex vivo independently of NRF2; Figure S3: IR induces iron accumulation, ferroptosis and maintenance impairment of HSCs; Table S1: The surface phenotypes for flow cytometry analysis of hematopoietic cell populations; Table S2: Antibodies used for flow cytometry.

## Abbreviations

The following abbreviations are used in this manuscript:

7-AAD	7-amino-actinomycin d
ANOVA	one-way analysis of variance
BM	bone marrow
CLP	common lymphoid progenitor
Ctrl	control
dpi	day post ionizing radiation
FA	ferulic acid
GMP	granulocyte/monocyte progenitor
GSEA	gene set enrichment analysis
HSC	hematopoietic stem cell
IKE	imidazole ketone erastin
IR	ionizing radiation
KEGG	Kyoto Encyclopedia of Genes and Genomes
l-FA	long-term FA supplementation
LIP	labile iron pool
MEP	Megakaryocyte–erythrocyte progenitor
MyP	myeloid progenitor
NRF2	Nuclear-factor erythroid 2-related factor 2
PB	peripheral blood
RBC	red blood cell
SD	standard deviation
s-FA	short-term FA supplementation
WBC	white blood cell

# Supplementary material for: Ferulic Acid Promotes Hematopoietic Stem Cell Maintenance in Homeostasis and Injury Through Diminishing Ferroptosis Susceptibility
**Source:** Antioxidants (Basel). 2025 Aug 27;14(9):1053. doi: 10.3390/antiox14091053
**Supplement:** Supplementary file 1

**Table S1.** The surface phenotypes for flow cytometry analysis of hematopoietic cell populations.

| Hematopoietic cell population              | Surface phenotype                                                                                                    |
|--------------------------------------------|----------------------------------------------------------------------------------------------------------------------|
| Hematopoietic stem cell (HSC)              | Lineage <sup>-</sup> c-Kit <sup>+</sup> Sca1 <sup>+</sup> CD34 <sup>-</sup> CD135 <sup>-</sup>                       |
| Myeloid progenitor (MyP)                   | Lineage <sup>-</sup> CD127 <sup>-</sup> c-Kit <sup>+</sup> Sca1 <sup>-</sup>                                         |
| Common myeloid progenitor (CMP)            | Lineage <sup>-</sup> CD127 <sup>-</sup> c-Kit <sup>+</sup> Sca1 <sup>-</sup> CD16/32 <sup>-</sup> CD34 <sup>+</sup>  |
| Granulocyte/monocyte progenitor (GMP)      | Lineage <sup>-</sup> CD127 <sup>-</sup> Sca1 <sup>-</sup> c-Kit <sup>+</sup> CD16/32 <sup>hi</sup> CD34 <sup>+</sup> |
| Megakaryocyte-erythrocyte progenitor (MEP) | Lineage <sup>-</sup> CD127 <sup>-</sup> Sca1 <sup>-</sup> c-Kit <sup>+</sup> CD16/32 <sup>-</sup> CD34 <sup>-</sup>  |
| Common lymphoid progenitor (CLP)           | Lineage <sup>-</sup> CD127 <sup>+</sup> Sca1 <sup>mid</sup> c-Kit <sup>+</sup>                                       |
| Myeloid cell                               | CD45 <sup>+</sup> Mac-1 <sup>+</sup> Gr-1 <sup>+</sup>                                                               |
| B cell                                     | CD45 <sup>+</sup> B220 <sup>+</sup>                                                                                  |
| T cell                                     | CD45 <sup>+</sup> CD3 $\epsilon$ <sup>+</sup>                                                                        |

**Table S2.** Antibodies used for flow cytometry.

| <b>Antibody</b>                                  | <b>Origin</b> | <b>Catalog number</b> |
|--------------------------------------------------|---------------|-----------------------|
| eFluor™ 450 Mouse Hematopoietic Lineage Cocktail | eBioscience   | Cat# 88-7772-72       |
| PerCP-Cyanine5.5 Anti-Mouse Ly-6A/E (Sca-1)      | eBioscience   | Cat# 45-5981-82       |
| PE-Cyanine7 anti-mouse Ly-6A/E (Sca-1)           | Biolegend     | Cat#25-5981-82        |
| APC-eFluor 780 Anti-Mouse CD117 (c-Kit)          | eBioscience   | Cat# 47-1171-82       |
| PE Anti-Mouse CD135 (Flt3)                       | eBioscience   | Cat# 12-1351-83       |
| APC Anti-Mouse CD135 (Flt3)                      | eBioscience   | Cat# 17-1351-82       |
| eFluor 660 Anti-Mouse CD34                       | eBioscience   | Cat# 50-0341-82       |
| FITC Anti-Mouse CD34                             | eBioscience   | Cat# 11-0341-85       |
| eFluor 450 Anti-Mouse CD45                       | eBioscience   | Cat# 48-0451-82       |
| FITC Anti-Mouse CD45.1                           | eBioscience   | Cat# 12-0453-82       |
| PE-Cyanine7 Anti-Mouse CD45.2                    | eBioscience   | Cat# 11-0454-82       |
| eFluor 450 Anti-Mouse CD45                       | eBioscience   | Cat# 48-0451-82       |
| APC-eFluor 780 Anti-human/mouse CD45R (B220)     | eBioscience   | Cat# 47-0452-82       |
| PerCP-Cyanine5.5 Anti-Mouse CD3e                 | eBioscience   | Cat# 45-0031-82       |
| PE Anti-Mouse Ly-6G (Gr-1)                       | eBioscience   | Cat# 12-5931-82       |

|                                                                               |                           |                 |
|-------------------------------------------------------------------------------|---------------------------|-----------------|
| APC Anti-Mouse CD11b (Mac-1)                                                  | eBioscience               | Cat# 17-0112-82 |
| Anti-Ferritin Antibody [EPR3004Y]                                             | Abcam                     | Cat# ab75973    |
| NRF2 (D1Z9C) XP® Rabbit mAb (PE Conjugate)                                    | Cell Signaling Technology | Cat#14409S      |
| Goat anti- Rabbit IgG(H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 | Thermo Fisher Scientific  | Cat# A-11008    |

**Fig. S1**

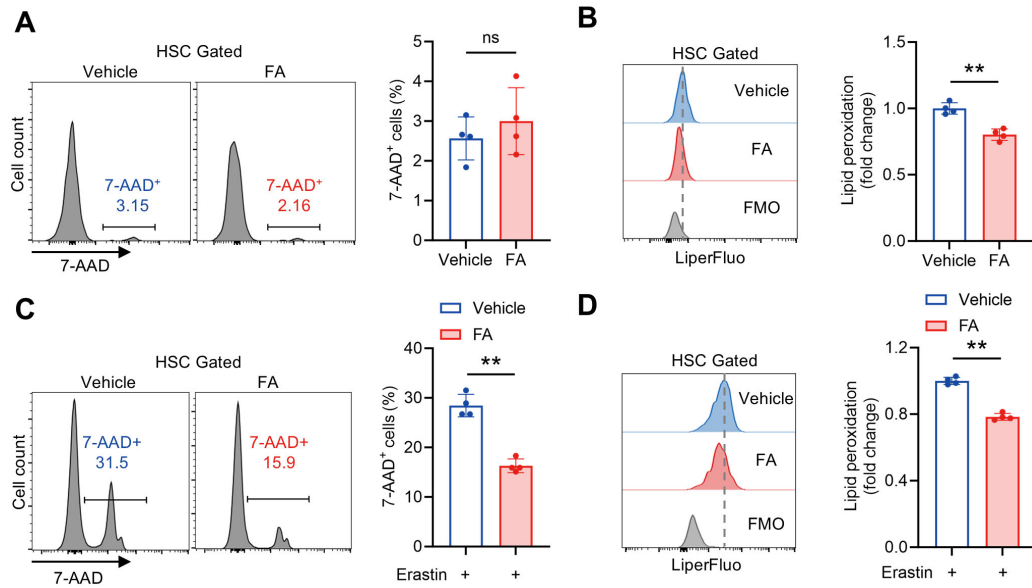

**Figure S1.** FA diminishes ferroptosis susceptibility of HSCs *ex vivo*. (A and B) Flow cytometric quantification of cell death (A) and membrane lipid peroxidation (B) of HSCs cultured with or without FA (5  $\mu$ M;  $n = 4$ ). (C and D) Ferroptosis susceptibility analysis of HSCs cultured with or without FA ( $n = 4$ ). Data represent mean  $\pm$  SD. \*\* $p < 0.01$ . ns, no significance. Two-tailed unpaired Student's *t*-test.

**Fig. S2**

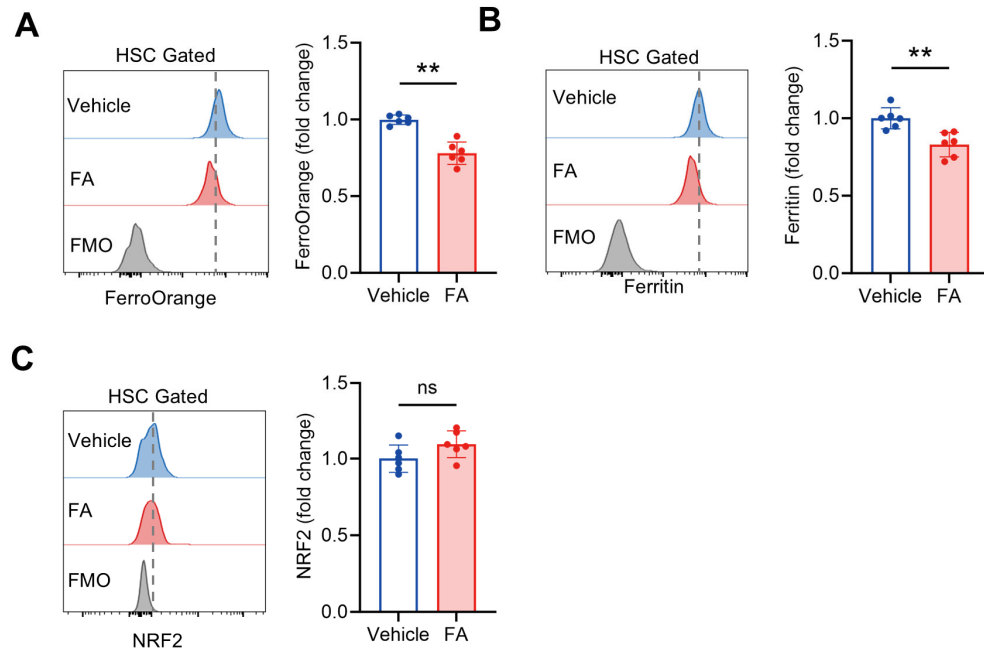

**Figure S2.** FA limits labile iron ( $\text{Fe}^{2+}$ ) pool in HSCs *ex vivo* independently of NRF2. (A) Flow cytometric quantification of LIP size in HSCs cultured with or without FA ( $n = 6$ ). (B) Flow cytometric quantification of ferritin expression in HSCs cultured with or without FA ( $n = 6$ ). (C) Flow cytometric quantification of NRF2 expression in HSCs cultured with or without FA ( $n = 6$ ). Data represent mean  $\pm$  SD. \*\* $p < 0.01$ , ns, no significance. Two-tailed unpaired student's  $t$ -test.

**Fig. S3**

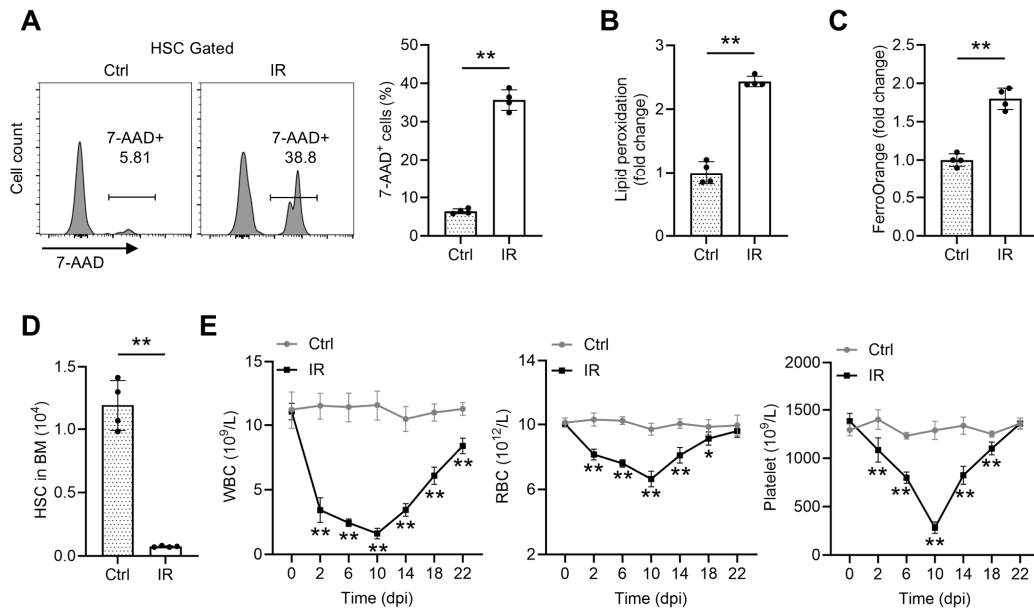

**Figure S3.** IR induces iron accumulation, ferroptosis and maintenance impairment of HSCs. (A and B) Flow cytometric quantification of cell death (A) and lipid peroxidation (B) in BM HSCs of mice at 1 dpi ( $n = 4$ ). (C) Flow cytometric quantification of LIP size in BM HSCs of mice at 1dpi ( $n = 4$ ). (D) HSC numbers in the BM of mice at 1 dpi ( $n = 4$ ). (E) WBC, RBC and platelet counts in PB of mice at indicated times post IR ( $n = 5$ ). Data represent mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ . Two-tailed unpaired student's  $t$ -test.

How the deposited data were processed for this re-analysis (not part of the article)

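RNA of HSCs from 3 Ctrl and 3 l-FA libraries was measured by sequencing amplified cDNA. The authors deposited whole-number counts per gene for each library, without normalization, and FPKM values made by the authors from the same counts. The FPKM values were used only for a check, in which the ratio of count to FPKM scaled between libraries exactly as the total counts, and to recover gene lengths. The paper's methods name DESeq2, a fold change above 2 and an adjusted p under 0.05, KEGG enrichment and GSEA; an aligner, a counting tool, a genome build and a gene annotation are not named in the paper's text. Of 25672 gene identifiers shared with the GENCODE M21 annotation of GRCm38, 543 had the same start and end in the deposited table, so the table's coordinates belong to another build and are given as listed. Samples were assigned to groups and replicate numbers by their labels. The replicate numbers are shared between groups, but neither the labels nor the paper's text pairs them.

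Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, the filterByExpr filter, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the 16520 genes kept of 27198. The standard error of a log2 fold change is its size divided by the square root of F. The biological coefficient of variation was 0.134 in common and 0.0956 at the median gene. On simulated counts for 16520 genes with 200 changed genes, the same code recovered 182 (91%) and called 10 unchanged genes, and it called none when no gene was changed. All simulated changes were of 1 size, well past the 2-fold limit, and far fewer than the genes called in the data. The simulated noise came from the spread between libraries. This recovery therefore says nothing of changes near the limit or of the spread between mice. Over-representation was tested with Fisher's exact test against the genes tested, and gene lists were ranked with fgsea 1.28.0. The smallest two-sided exact permutation p that 3 libraries against 3 allow is 0.1, so no such test of a single gene is given.

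The ferroptosis and NRF2 lists, and lists of sex, blood lineage, cell cycle, interferon and immediate early genes, were written by hand from gene symbols, since the KEGG and MSigDB releases of the paper were not used here. A list's median log2 fold change was set against 10000 random lists matched on mean expression in 10 bins. Genes named in the text are those of proteins the paper measures or sorts on, core ferroptosis, iron and NRF2 genes, members of the ferroptosis list past the threshold, and the 5 largest rises and 5 largest falls among genes with a mean normalized count of at least 100 whose groups do not overlap. Any gene named outside this rule is said to be so.

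Each library held between 19287735 and 20380610 counts, and a gene at or under 3 counts in every library of a group is treated as at the floor, so that its change is a lower bound. Counts of amplified cDNA without molecular identifiers are not independent molecules, and counting error covers only part of their error. The alternatives tried were DESeq2 1.42.0, RLE and upper-quartile scaling, no low-count filter, at least 10 counts in every library, the replicate number as a block, each library left out in turn, no fold-change limit, a test against a 1.2-fold change (glmTreat), other backgrounds and a list without Acsl genes, other rankings, and limma's camera (limma 3.58.1). Protein, lipid and iron measurements of the paper were not analysed here.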

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

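The gene lists were written, and the tests for other cell types, sex, depth and few transcripts chosen, before the data were examined. The tests of scaling, of dominant genes, of gene length, of equal depth, of shared RNA and of presence in all libraries were chosen only after the results were seen, as were the single genes named in this part.

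The paper does not discuss genes of the neutrophil and monocyte lineage. Their list of 10 genes had a median log2 fold change of -1.64 in l-FA against Ctrl. That is below all 10000 random lists matched on expression (central 95% from -0.30 to 0.26). Of these genes 9 were past the threshold and lower in l-FA, and 1 was higher. Mpo, the most abundant gene by its mean over the 6 libraries, took 1.77% to 1.85% of the counts of a Ctrl library and 0.490% to 0.521% of an l-FA library (log2 fold change -1.91, standard error 0.030, adjusted p = 6.54e-07 from edgeR). Elane had a log2 fold change of -2.82 (standard error 0.017, adjusted p = 5.65e-09 from edgeR). All 3 l-FA libraries lay below all 3 Ctrl libraries for both genes.

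The list of 15 HSC genes had a median log2 fold change of 0.30, at the 99.7th percentile of matched random lists, and the list of 6 multipotent progenitor genes a median of 0.32, at the 99.8th percentile. In the HSC list 13 genes were higher and 2 lower; Slamf1 rose (log2 fold change 1.90, standard error 0.19, adjusted p = 0.000338 from edgeR) and Hlf fell (-0.31, standard error 0.047, adjusted p = 0.00195 from edgeR). The list of 15 interferon-induced genes had a median of 0.69, with 15 higher and 6 past the threshold, and the list of 14 immediate early genes a median of 0.76, with 12 higher and 2 lower, and 2 past the threshold in each direction. Both medians were above all 10000 random lists. The list of T and NK cell genes had only 3 genes tested (median -0.86, at the 1.08th percentile) and is not considered further. Fos had a log2 fold change of 0.84 (standard error 0.024, adjusted p = 3.95e-06 from edgeR). Jun, in the same list, had 2582, 27356 and 29257 counts in the Ctrl libraries, and its change did not pass (adjusted p = 0.176 from edgeR, from 4.18e-05 without Ctrl library 1 to 0.258 under the alternatives). The median of the immediate early list without genes that jump in 1 library was 0.69.

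Several technical explanations of these 5 shifts were weighed. Under RLE scaling, upper-quartile scaling and DESeq2's size factors, 0 of the 5 lists changed the sign of their median, but a scaling moves all genes of a library alike, so this cannot weigh for or against it. The 10 highest genes took at most 4.32% of a library's counts. Matched on length as well as expression, 0 of the 5 lists came within the central 95% of random lists, with the HSC list nearest at the 98.9th percentile. Different cells in the libraries remain open: the fall of the neutrophil and monocyte list by 1.64 is what a larger share of granulocyte-committed cells in the Ctrl libraries would give, and a change of the same genes within HSCs would look alike. Whether interferon and immediate early genes responded to treatment or to handling of the cells was not tested. Sex did not differ, since Xist had at most 4 counts in a library.

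A further signal outside the genes the paper discusses is that 501 genes had a mean of 5 or more counts in l-FA and none in any Ctrl library, while 407 showed the reverse. Of these 908 genes, 96.9% were present in all 3 libraries of their group, which a mean of 5 counts largely fixes, so this cannot weigh a separate loss of rare transcripts in each library. Their counts varied within the group by more than counting error (median chi-square over 3 libraries 2.27 for those only in l-FA and 2.06 for those only in Ctrl, where counting error alone gives 1.39). They include 30 immunoglobulin V genes found only in l-FA and 13 found only in Ctrl. For example, Igkv10-96 had 94, 91 and 66 counts in the l-FA libraries and none in Ctrl. Over immunoglobulin V genes, the median chi-square between libraries of one group was 0.362 to 0.502, where counting error alone gives 0.455. Between libraries of different groups it was 18.0 to 21.0, so the same V genes in all mice of the strain do not account for it. A candidate explanation is that the 3 libraries of each group were made from the same RNA or cDNA. Differences between the groups, the 5 shifts above included, then cannot be told apart from differences between a single Ctrl and a single l-FA pool, so no biological explanation is put forward. The excess of chi-square over counting error in all genes (median up to 1.16) shows that the libraries are not identical copies, but separate amplification of one pool would give such an excess too. If each group is one pool, the adjusted p-values compare the pools and not the treatments.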

How the results depend on the processing

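The 1946 genes called (1103 higher, 843 lower) stayed within 1.5 times under DESeq2, RLE and upper-quartile scaling, the replicate block and removal of single libraries, and the share of higher genes stayed between 50.4% and 58.0% under all alternatives. Without a low-count filter 3335 genes passed (1789 higher, 1546 lower), and with at least 10 counts in every library 930 passed (516 higher, 414 lower), a filter that also removes genes absent from 1 group. DESeq2 without a filter, chosen after seeing the data, gave 3302 (1807 higher, 1495 lower). A test beyond a 1.2-fold change gave 4516 (2435 higher, 2081 lower), and no fold-change limit gave 8336 (4205 higher, 4131 lower). From 2035 to 2086 genes passed across the 6 fits that each left out 1 library. Without the genes that jump in 1 library, chosen after seeing the data, 1958 passed. Apart from the filters and limits named, the cause of these moves was not tested.

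The replicate number as a block gave 1852 genes, 1829 of them shared with the fit without it, a ferroptosis fold of 1.70, and enrichment scores of -1.70 for the ferroptosis list and -1.86 for the NRF2 list. Same-numbered libraries did not deviate together from their group means (mean correlation -0.028, from -0.078 to 0.0039), so over all genes the numbers do not act as a pairing. Single genes can follow the numbers: Ftl1-ps1, named after its counts were seen, had 6683, 19194 and 21485 counts in Ctrl libraries 1 to 3 and 6967, 19233 and 19359 in l-FA libraries 1 to 3. With the block, adjusted p from edgeR was 0.00521 for Ftl1 (from 0.00521 to 0.136 over the alternatives) and 0.0649 for Acsl4 (from 0.0110 to 0.0649), whose log2 fold change was 0.19 with and without it.

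The ferroptosis over-representation was not significant under any alternative run (one-sided exact p from 0.0753 to 0.328, fold from 1.22 to 3.03). The ferroptosis enrichment score passed its threshold under other scalings, filters, DESeq2 and the block, and ranged from -1.85 to -1.50 with 1 library left out. It did not pass with signal-to-noise ranking on log2 values (-0.67) or on linear values, chosen after seeing the data (-1.32). Nor did it pass with log2 fold change ranking (-1.02) or camera (adjusted p = 0.209 from limma). The NRF2 score, from -1.94 to -1.80 with 1 library left out, reversed to 0.74 with signal-to-noise ranking on log2 values. It lost significance on linear values (-1.11), with log2 fold change ranking (-1.17) and with camera (adjusted p = 0.209 from limma). The lists' mean edgeR log2 fold changes, less the mean of all genes, were -0.15 for ferroptosis and -0.22 for NRF2. Camera does not give these shifts, and the NRF2 mean includes Abcc2 (-8.35), which had no counts in l-FA. Adjusted p ranged over the alternatives from 0.00243 to 0.96 for the ferroptosis list and from 0.000191 to 0.96 for the NRF2 list. The cause of this dependence on the ranking was not tested. The ferroptosis list's percentile among random lists ranged from 28.6 to 49.4.

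Gpx4, near 0 in log2 fold change, changed sign under upper-quartile scaling (0.017), at least 10 counts in every library (0.00025), removal of genes that jump (0.0024) and unfiltered DESeq2 (0.0040), and ranged from -0.052 to 0.070 with 1 library left out. Slc7a11 ranged from -0.30 to 0.068 and Nqo1 from -0.059 to 0.15 in those fits. The median log2 fold change of all genes, 0.0035 in the main fit, was 0.027 under upper-quartile scaling and 0.013 without genes that jump. The sign changes of Gpx4 under upper-quartile scaling and without genes that jump therefore go with a shift of all genes. With at least 10 counts in every library that median was 0.0027, and under unfiltered DESeq2 -0.010, over other sets of genes. The sign changes of Gpx4 there do not go with such a shift. The cause of the other moves was not tested. Over 40 of the genes named (without Septin2, Ftl1-ps1, Igkv10-96 and Xist), 26 of 555 results under an alternative changed: 5 no longer passed, 10 newly passed and 11 reversed. The 5 that no longer passed were of Acsl4, 4 of them with 1 library left out (adjusted p from 0.0526 to 0.0600 from edgeR) and 1 with the block. Those that newly passed were of Ftl1, in 9 of 14 alternatives, and of Jun, in 1. Low counts limit Slc7a11, Nqo1, Hmox1 and Cp.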

Differences from the paper's values

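In Fig. 4C the paper's enrichment score for ferroptosis among downregulated pathways is about 3.6, read by eye, and the fold here was 1.63 with a hand-written list. Of the alternatives set before the data were examined, keeping genes with at least 10 counts in every library (3.03) and a background of all named genes (2.53) came within 1.5 times of the paper's value, and the others did not. The paper's -log10 p for the same pathway is about 2.2 in Fig. 4C, read by eye, against 0.556 here, and no alternative reached it.

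In Fig. 6J the paper's normalized enrichment score for NRF2 is about 1.1, read by eye, and the score here was -1.85. Signal-to-noise ranking on log2 values, set before the data were examined, gave 0.74, the single alternative with a positive score. Its floor on the SD rises with the mean log2 CPM, and on linear values the score was -1.11, so the positive sign carries little weight. The paper's nominal p is about 0.31 in Fig. 6J, read by eye, against 0.00105 here. Log2 fold change ranking, set before the data were examined, gave 0.227, and signal-to-noise ranking on linear values, chosen after seeing the values, gave 0.258. The paper's false discovery rate is about 0.54 in Fig. 6J, read by eye, against an adjusted p of 0.00211 here; log2 fold change ranking gave 0.45, and no other alternative came within 1.5 times.

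The paper states a predominant fall of the ferroptosis pathway. Here the list's enrichment score was -1.71 (adjusted p = 0.00682 by permutation of genes), toward lower expression, and did not pass under the same other rankings and camera as the NRF2 score; 11 of 36 genes tested were lower and 6 higher at an adjusted p under 0.05. Past the 2-fold limit 3 genes were lower, the over-representation was not significant under any setting run, and the list's median log2 fold change was -0.04. The paper states no obvious effect on NRF2 signaling by GSEA. The score here passed its threshold toward lower expression, but not with signal-to-noise ranking on log2 or linear values, log2 fold change ranking or camera.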

Other observations

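The splits of the ferroptosis and NRF2 results, the test at equal depth and the tests of genes that jump in 1 library were chosen only after the results were seen. There are 10 splits of the 6 libraries into 3 and 3, and 4 of them part all 3 same-numbered pairs, as the real split does. Of these 4, 1, the real one, gave as many genes past the threshold; over all other splits 0 to 3 genes passed, with up to 200 genes at an unadjusted p under 0.05 against 9334 in the real split. The real split was also the only 1 of the 4 with an enrichment score as far from 0 for the ferroptosis list (at most 1.42 in the others) and for the NRF2 list (at most 1.21). The ferroptosis fold was as large in 1 of the 4, which says nothing about the list, since the other splits called too few genes to give a fold. The ferroptosis list's percentile among random lists was as far from 50 in 3 of the 4. Every other split puts libraries of both groups on each side, so the difference between the groups adds to the spread within a side and few calls follow whatever its cause. With 4 splits no share can be under 0.05, so these counts cannot rule out a chance split.

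The number of genes called was tested against technical explanations. The groups' total counts overlapped, and their ranges of genes detected were separated by 10 genes. With every library thinned to 19287735 counts this separation was 103 genes, so it does not come from the totals. At that depth 1962 genes passed, but the totals differed too little for thinning to have changed the number. Genes with 3 or fewer counts in a library of the higher group, or in every library of the lower group, made up 21.0% of those called. In 407 of them the lower group was at the floor, as a large fall also gives, and in 1 a library of the higher group had so few counts, which the low-count filter makes rare, so this share cannot weigh sampling of few transcripts. Other cells in some libraries remain open, from the fall of the neutrophil and monocyte list by 1.64.

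The ferroptosis list's median was at the 40.6th percentile of random lists, within what genes of the same expression level show. Of its members, 19 ferroptosis-promoting genes had a median log2 fold change of -0.05 and 13 ferroptosis-limiting genes -0.04. The difference of -0.0069 (permutation p = 1) leaves open whether either kind moved more.

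The paper reports lower ferritin protein and a smaller labile iron pool in HSCs of l-FA-treated mice. At the RNA level, Fth1 rose from 657 ± 26.3 to 745 ± 27.9 TMM-normalized CPM (SD, n = 3; log2 fold change 0.18, standard error 0.039, adjusted p = 0.00843 from edgeR). Ftl1 had a log2 fold change of 0.43 (standard error 0.15, adjusted p = 0.0506 from edgeR). Its adjusted p from edgeR ran from 0.0169 to 0.136 with 1 library left out. With the replicate number as a block it was 0.00521, but neither the labels nor the paper's text pairs the libraries. The call for Ftl1 depends on the fit and is open. Its pseudogene Ftl1-ps1, named after its counts were seen, had 6683 to 21485 counts per library. The count of Ftl1 is uncertain if reads were divided between it and the pseudogene. As a hypothesis, little iron in the cells would raise Tfrc mRNA through iron-regulatory proteins. Tfrc fell instead, with a log2 fold change of -1.07, in all 3 l-FA libraries against all 3 Ctrl libraries, which is opposite to that prediction. Different cells in the libraries or a difference between single pools could also give this change, and neither was tested for Tfrc. Whether the fall of Tfrc reflects iron within HSCs is therefore undecided.

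Among genes with a mean count of at least 100, 352 of 11434 had a library at least 2-fold from both others of its group, where simulated counting error gave 0. For Septin2, chosen after its values were seen, 1 of 2 listed identifiers had 4157 and 3884 counts in l-FA libraries 1 and 2 and 137 in library 3, and the other had 0, 0 and 3614. Such genes overlapped another listed gene in 59.7% of cases against 47.1% of other genes (Fisher's exact test, odds ratio 1.66, two-sided p = 3.76e-06). Assignment of reads between overlapping genes may therefore be part of the cause, but 59.7% leaves many such genes without an overlap, and the explanation could not be settled from counts. Jun and Ncoa4 are among them.

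The paper defines HSCs as cells without CD34 and CD135 on their surface. Cd34 had 1341 ± 18.4 CPM in Ctrl and 1577 ± 38.1 in l-FA (SD, n = 3), and ranked 22nd of 16520 genes by mean. Flt3, which encodes CD135, had 758 ± 3.43 and 1182 ± 19.8 and ranked 51st. Kit had 1066 ± 18.7 and 1155 ± 9.90, and Ly6a, which encodes Sca1, 45.0 ± 10.9 and 76.7 ± 1.74. RNA of Cd34 and Flt3 was thus abundant in both groups, although the phenotype excludes both proteins. Since RNA does not measure surface protein, the identity of the sequenced cells is left open.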
